# Transcriptome analysis revealed the characteristics and functions of long non-coding RNAs in the hypothalamus during sexual maturation in goats

**DOI:** 10.3389/fvets.2024.1404681

**Published:** 2024-06-12

**Authors:** Qing Li, Tianle Chao, Yanyan Wang, Rong Xuan, Yanfei Guo, Peipei He, Lu Zhang, Jianmin Wang

**Keywords:** goat, long non-coding RNA, hypothalamus, transcriptome, sexual maturation

## Abstract

The hypothalamus is an essential neuroendocrine area in animals that regulates sexual development. Long non-coding RNAs (lncRNAs) are hypothesized to regulate physiological processes related to animal reproduction. However, the regulatory mechanism by which lncRNAs participate in sexual maturity in goats is poorly known, particularly from birth to sexual maturation. In this study, RNAseq analysis was conducted on the hypothalamus of four developmental stages (1day (D1, *n* = 5), 2 months (M2, *n* = 5), 4 months (M4, *n* = 5), and 6 months (M6, *n* = 5)) of Jining grey goats. The results showed that a total of 237 differentially expressed lncRNAs (DELs) were identified in the hypothalamus. Among these, 221 DELs exhibited cis-regulatory effects on 693 target genes, while 24 DELs demonstrated trans-regulatory effects on 63 target genes. The target genes of these DELs are mainly involved in biological processes related to energy metabolism, signal transduction and hormone secretion, such as sphingolipid signaling pathway, adipocytokine signaling pathway, neurotrophic signaling pathway, glutamatergic synapse, P53 signaling pathway and GnRH signaling pathway. In addition, XR_001918477.1, TCONS_00077463, XR_001918760.1, and TCONS_00029048 and their potential target genes may play a crucial role in the process of goat sexual maturation. This study advances our understanding of lncRNA in hypothalamic tissue during sexual maturation in goats and will give a theoretical foundation for improving goat reproductive features.

## 1 Introduction

The sexual maturity of animals strongly influences their reproductive capacity. Animals go through puberty after birth to reach sexual maturity, a process involving complex physiological changes (1). Early-maturing ruminants experience a younger age of first birth, leading to enhanced reproductive longevity and fecundity (2). The hypothalamus, the gonadal axis’ most upstream tissue and organ, secretes GnRH to stimulate the synthesis of pituitary gonadotropins and gonadal steroid hormones, which are vital for an animal’s sexual development (3–5). The hypothalamus receives signals from the periphery and others that act directly or indirectly on GnRH and its associated reproductive neurons, which in turn affect the synthesis, secretion, and morphology of GnRH, ultimately leading to the occurrence of puberty and sexual maturation (6–8).

Long non-coding RNAs (lncRNAs) are a prevalent class of non-coding RNAs found in mammals, typically exceeding 200 nt in length and devoid of protein-coding capabilities (9, 10). It has been demonstrated to play a significant role in diverse biological processes through transcriptional, post-transcriptional, or epigenetic regulation (11). Currently, lncRNAs have been widely reported to be involved in embryonic development (12), muscle development (13), metabolism (14), and reproductive regulation (15). Recent research has demonstrated that lncRNA Meg3 can regulate the expression of GnRH and Kiss-1 in hypothalamic cells, and knockdown of lncRNA Meg3 can delay puberty in female rats (16). Additionally, the lncRNA MSTRG.33887.2 has the potential to influence goat reproduction by regulating target genes involved in hypothalamic folate metabolism and energy metabolism homeostasis (17). Mouse hypothalamic lncRNA AK044061 plays a crucial role in energy balance by mediating NF-kβ. Neurons with high expression of lncRNAs AK044061 in ARC cells lead to energy imbalance and obesity in mice (18).

However, there is a scarcity of research investigating the dynamic expression patterns of lncRNAs throughout the sexual maturation process in female goats, specifically from birth to the completion of sexual maturation. The Jining grey goat, a well-known high-breeding goat breed in China, exhibits non-seasonal estrus, strong fecundity, and precocious puberty. Sexual maturity in these goats is reached at 3 to 4 months of age, with puberty commencing as early as 2 months of age (19). This trait makes it an ideal animal model for investigating goat fecundity. Hence, it is highly significant to investigate the regulatory mechanism of hypothalamic lncRNAs in the sexual maturation process of female goats.

In this study, the lncRNA of hypothalamic tissue of 1-day-old, 2-month-old, 4-month-old, and 6-month-old (D1, M2, M4, and M6; *n* = 5) female Jining grey goats were sequenced. This study aimed to uncover the expression profile characteristics of lncRNAs during goat sexual maturation, identify lncRNAs associated with hypothalamic development and sexual maturation, and elucidate their molecular regulatory mechanisms. Our research will provide a theoretical basis for the genetic improvement of goat reproductive traits.

## 2 Materials and methods

### 2.1 Animals and sample collection

The experimental goats were all from the Jining Grey Goats Breeding Farm (Jiaxiang, Shandong, China). Under the same feeding management conditions, 20 healthy and disease-free female Jining grey goats were selected. The selected goats were divided into four groups according to age: 1 day old (D1, *n* = 5; body weight (BW): 2.08 ± 0.11 kg), 2 months old (M2, *n* = 5; BW: 4.42 ± 0.24 kg), 4 months old (M4, *n* = 5; BW: 7.62 ± 0.50 kg), and 6 months of age (M6, *n* = 5; BW: 8.82 ± 0.53 kg). The body condition of Jining grey goats was similar in each group. The experimental goats were slaughtered on the same day, and after the electric shock, the hypothalamic tissue was quickly slaughtered and collected, and stored at −80°C.

### 2.2 RNA extraction and library construction

Total RNA was extracted from 20 hypothalamic tissues using TRIzol^®^ reagent (Thermo Fisher Scientific, Waltham, MA, United States). Screening of qualified RNA samples for RNA strand-specific library construction. The rRNA was removed from total RNA samples using the Ribo-Zero rRNA Removal Kit (Illumina, Inc., San Diego, United States), and then a sequencing library was generated using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB E7420) for Illumina to generate sequencing libraries. The enriched RNA was fragmented using a fragmentation buffer to yield small fragments. Then, the fragmented RNA served as a template for reverse transcription with the addition of 6 bp random primers (random hexamers) to synthesize the first cDNA strand. This was followed by the addition of buffer, dNTPs (with dTTP replaced by dUTP), DNA polymerase I, and RNase H to synthesize the second cDNA strand. The synthesized double-stranded cDNA was purified and enriched via PCR. The PCR product was then purified to obtain the final strand-specific library. After reverse transcription and PCR amplification, 150 bp paired-end reads were sequenced using the Illumina Novaseq6000 platform (Illumina, Inc., San Diego, United States).

### 2.3 Reads mapping and transcriptome assembly

To obtain high-quality sequencing data, we utilized Fastp (v0.23.1) to eliminate sequences containing poly-N, low-quality reads, and adapters from the obtained sequencing data. The high-quality reads obtained are used for downstream data analysis. We generated an index of the reference genome by employing HISAT2 (v2.0.5.) Subsequently, we aligned the clean reads with the goat reference genome (GCF_001704415.2_ARS1.2) using HISAT2 (20). Transcript assembly is performed using Stringtie (v1.3.3b), and gene expression levels are calculated (21). Gene expression levels were normalized using fragments per kilobase of exon model per million mapped reads (FPKM).

### 2.4 lncRNA identification

The novel lncRNAs were identified in hypothalamic tissue following the steps shown in Figure 1: (1) removing transcripts with an exon number of 1, (2) removing transcripts less than 200 nt in length, and (3) screening out transcripts that overlapped the exon region annotated in the database by gffcompare software (v0.10.6) (22); (4) CPC2 (v3.2.0) (23), Pfam (v1.6) (24), and CNCI (v2.0) (25) were used to predict the encoding potential of lncRNAs, and the transcripts that were predicted in the three software without coding potential were intersected, and (5) the low-expression lncRNAs (FPKM <0.5) were filtered out.

**Figure 1:**
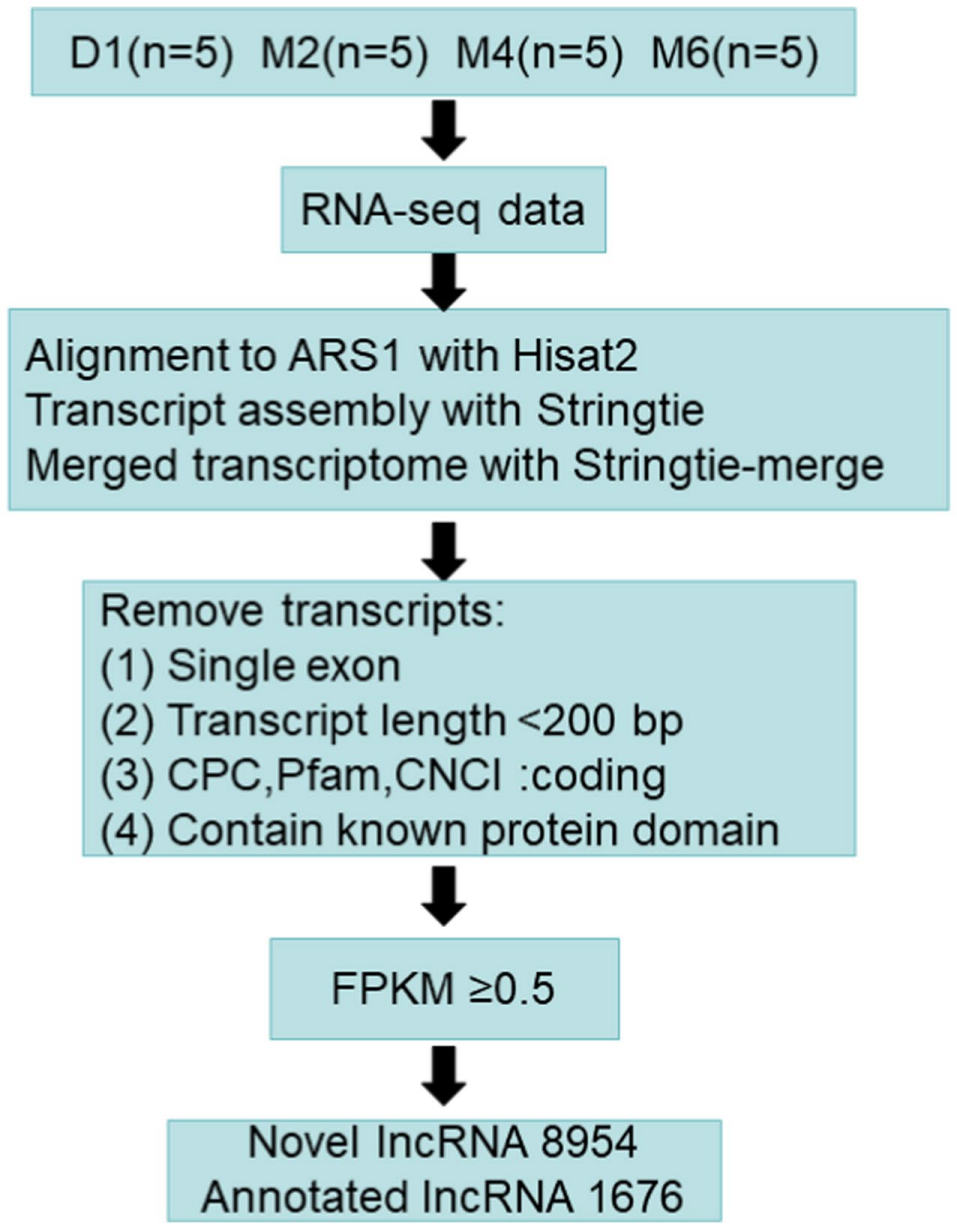
Pipeline for identification of long non-coding RNAs (lncRNAs).

### 2.5 Differential expression analysis of lncRNAs

The DEseq2 (v1.20.0) package was utilized to examine the differential expression of lncRNAs (DELs) across various developmental stages. The readcounts from the sequencing data were used as the input matrix, and the *p*-value was adjusted utilizing the Benjamini & Hochberg method. The DELs were screened according to the threshold |log_2_ (Fold change)| ≥1 and False Discovery Rate (FDR) <0.05. Cluster analysis of FPKM values of lncRNAs was performed using the ggplot2 package (v3.4.4). Data for lncRNAs were normalized [log_2_(*X* + 1)] and then standardization (*z*-score).

### 2.6 Prediction and functional analysis of potential target genes of lncRNA

lncRNAs can regulate the expression of potential target genes through cis-or trans-regulatory methods. Based on the location information of lncRNAs, mRNAs within 100 kb upstream and downstream of lncRNAs are defined as cis-target genes of lncRNAs (26). There will be a significant correlation with lncRNA expression (|*R*| > 0.95 and *p* < 0.05) is defined as a potential trans-target gene for lncRNA.

Subsequently, we used clusterProfiler software (v3.8.1) to perform Gene Ontology (GO) functional analysis of these differentially lncRNAs predicted target genes (27). The Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis is performed by KOBAS (http://bioinfo.org/kobas; Accessed: 12.19, 2023) (28). *p* < 0.05 was considered to be significantly enriched.

### 2.7 Quantitative real-time PCR

Six lncRNAs were randomly selected and the accuracy of the lncRNA sequencing results was verified by qRT-PCR. First, we used PrimeScript^™^II First strand cDNA synthesis kit (Takara Bio Inc., Dalian) to reverse transcrib total RNA from goat hypothalamus tissue into cDNA. Then qRT-PCR was performed in a Roche LightCycler 96 using the SYBR PrimeScript^™^ RT-PCR Kit (Takara Bio Inc., Dalian). GAPDH was used as an internal reference gene to correct gene expression levels and normalize the data. The primers designed using Primer 5.0 (Supplementary Table S1). The relative expression levels of lncRNAs were calculated by 2^−ΔΔCT^ (29). One-way ANOVA was performed with SPSS 17.0, and the results were expressed as mean ± standard error. Three repetitions are performed for each set. *p* < 0.05 was considered statistically significant.

## 3 Result

### 3.1 Overview of RNA sequencing data

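Each of the 20 goats gave a separate strand-specific library depleted of rRNA, with 5 libraries for each of the developmental stages D1, M2, M4 and M6. The number of clean reads per library in Supplementary Table S2 was between 82350226 and 94275920, with a median of 88406732 at D1, 85978180 at M2, 88791728 at M4 and 86327080 at M6. The mapping rate in the same table was 95.8% ± 0.543 (SD, n = 5) at D1, 90.1% ± 3.25 at M2, 91.8% ± 2.64 at M4 and 91.8% ± 3.63 at M6. The authors aligned the reads with HISAT2, assembled transcripts with StringTie and calculated the FPKM of each gene, which scales the fragments of a gene by its exon length and by the mapped reads of the library. The deposited values cover 21071 genes, of which 20572 are annotated protein-coding genes, 461 are loci named only by the assembly and 11 are annotated lncRNA genes. Values of the lncRNA transcripts were not analysed here, so what follows concerns the genes that the paper predicts as targets of the lncRNAs. The FPKM values summed to between 260199 and 377479 per library. The number of reads behind each value is unknown. A total of 1790 genes were listed at 0 in all 20 libraries. Of the 8058 genes with a median of at least 5 FPKM, 8 were listed at 0 in some library. Pearson's correlation of log2(FPKM + 0.1) across genes had a median of 0.907 over the 40 pairs of libraries of one stage and 0.904 over the 150 pairs of different stages. The lowest correlations were 0.833 and 0.793, so libraries of one stage differed from each other nearly as much as libraries of different stages did. The 16771 genes with at least 0.1 FPKM in at least 5 libraries were compared with limma on log2(FPKM + 0.1), in a single fit of the 20 libraries with the 4 stages as groups. Fold changes on this scale understate the change of genes with low FPKM. Differentially expressed genes (DEGs) were called by the paper's thresholds for lncRNAs, an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05. The paper applied these thresholds to DESeq2 results from read counts. The test and the values thus differ, and the counts of DEGs cannot be set directly against its counts of DELs. In simulated values with the spread of each gene in these libraries, genes varied independently, without variation shared within a library. There the limma fit called 17.5% of 200 genes shifted by 1 on the log2 scale. It called 71.5% of 200 shifted by 2 and 98.5% of 200 shifted by 4. A shift of 1 equals the cutoff for a DEG, which by itself lowers the first share.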

RNA was isolated from the hypothalamic tissues of female Jining grey goats at four developmental stages (D1, M2, M4, and M6), and 20 lncRNA libraries were constructed. Sequencing of the libraries was conducted on the Noveseq 6000 platform, resulting in a total of 1,803,310,692 raw reads. Following quality control procedures, we obtained 1,764,056,912 clean reads (Supplementary Table S2). The alignment of these clean reads to the goat reference genome was performed using HiSAT2, achieving alignment rates ranging from 86.05 to 95.99%, with unique mapping reads alignment rates between 75.1 and 91.98% (Supplementary Table S2). Subsequent analysis only considered the uniquely mapped reads.

### 3.2 Identification and characterization of lncRNAs

A total of 10,630 lncRNAs were identified according to the steps shown in Figure 1, of which 1,676 were annotated and 8,954 lncRNAs were newly identified. Cluster analysis showed that most of the lncRNAs were expressed at low levels at the D1 stage (Supplementary Figure S1). Further analysis of the identified lncRNA signatures showed that showed that about 62% of the lncRNAs had 2 exons, and a few lncRNAs (3%) had more than 6 exons (Figure 2A). In addition, the length distribution of the identified lncRNAs ranged from 122 to 73,429 bp. More than 50% of the lncRNAs were less than 1,000 bp in length, about 83% were in the 0–3 kb range, and a few (17%) were greater than 3 kb (Figure 2B). About 35.2% of the lncRNAs are located in the intergenic region. Only 12.4% of the lncRNAs are from the antisense region, and about 32.9% of the lncRNAs are from the intron region (Figure 2C).

**Figure 2:**
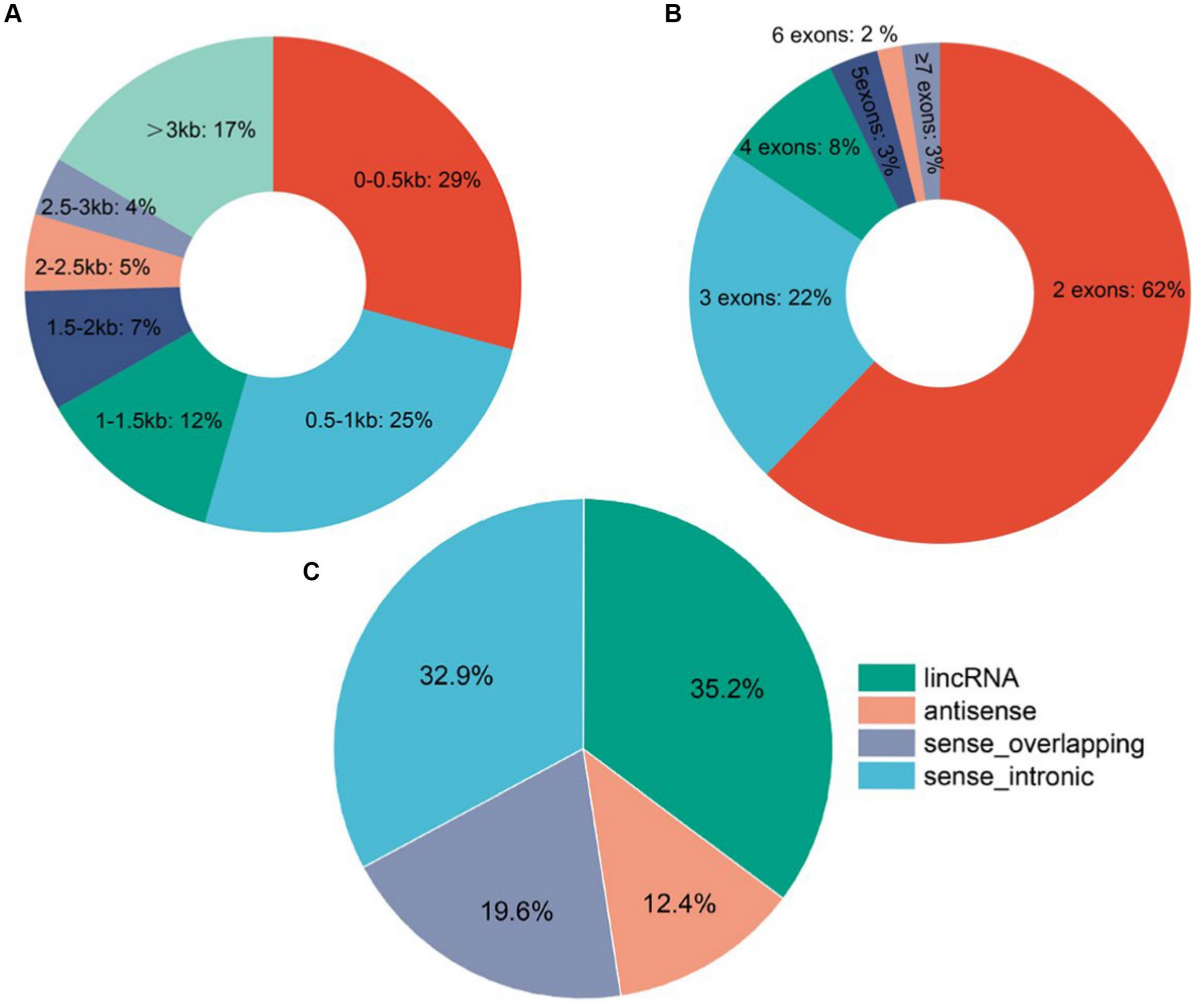
Identification and characterization of goat hypothalamic lncRNAs. **(A)** Pie plot of lncRNA exon number distribution. **(B)** Pie plot of lncRNA length distribution. **(C)** Pie chart of lncRNA classification.

### 3.3 Differential expression analysis of lncRNAs

According to the screening criteria of |log_2_ (Fold change)| ≥1 and *p*_adj_ < 0.05, the lncRNAs of four different developmental stages (D1, M2, M4 and M6) in hypothalamic tissue were compared and analysed. This analysis resulted in the identification of 237 differentially expressed lncRNAs (Figure 3A).

**Figure 3:**
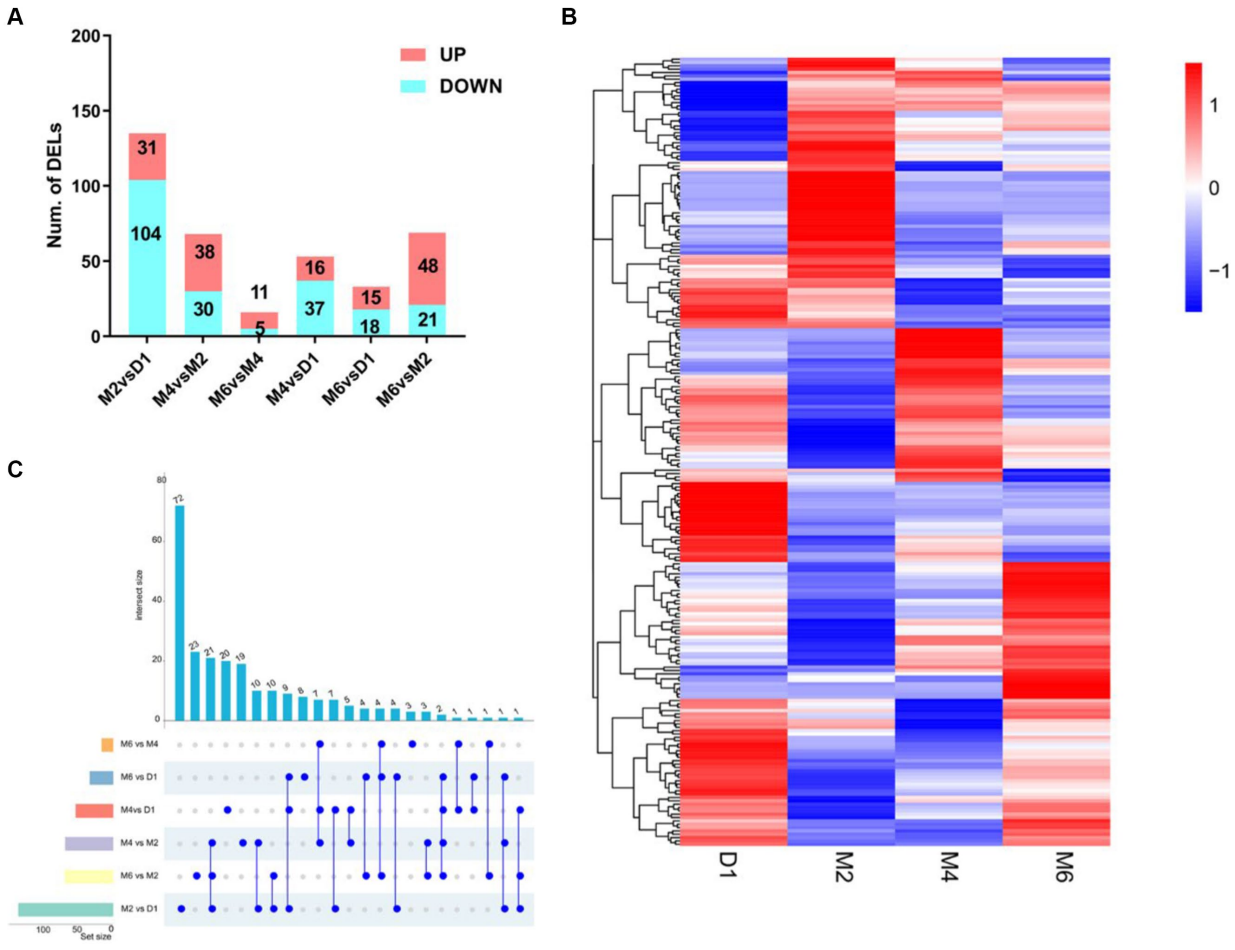
Differentially expresses lncRNA (DELs) characteristics in different comparison groups. **(A)** Cluster analysis of differential lncRNAs. Each column represents a grouping and each row represents a differential lncRNA. **(B)** Histogram of DELs. **(C)** The upset plot shows the distribution of DELs in the different comparison groups.

A total of 135 DELs (31 up-regulated and 104 down-regulated) were identified in M2 vs. D1, 68 DELs (38 up-regulated and 30 down-regulated) were identified in M4 vs. M2, and 16 DELs (11 up-regulated and 5 down-regulated) were identified in M6 vs. M4. A total of 53 DELs (16 up-regulated and 37 down-regulated) were identified in M4 vs. D1, 33 DELs (15 up-regulated and 18 down-regulated) were identified in M6 vs. D1, and 69 DELs (48 up-regulated and 21 down-regulated) were identified in M6 vs. M2. Interestingly, Figure 3B shows different expression patterns for these DELs, and Figure 3C shows that the M2 vs. D1 group has the most unique DELs, with 72. The M6 vs. M4 group had the lowest number of DELs with 3. Remarkably, 9 DELs were the same in the three comparison groups of M2 vs. D1, M4 vs. D1, and M6 vs. D1. This suggests that TCONS_00076225, TCONS_00148767, TCONS_00191611, TCONS_00102342, TCONS_00192735, TCONS_00032355, TCONS_00032357, TCONS_00053700, and TCONS_00070238 may be significant in the postnatal sexual development of goats.

### 3.4 lncRNA target gene prediction and functional analysis

lncRNAs have been implicated in influencing gene expression through cis-or trans-interactions. To investigate the role of lncRNAs in the goat hypothalamus, we predicted the potential regulatory roles of the identified DELs on both cis and trans target genes. Specifically, based on a distance threshold of 100 kb between lncRNAs and their target genes, 221 DELs were predicted to regulate 693 target genes in a cis manner (Supplementary Table S3).

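Supplementary Table S3 holds 793 pairs of 220 lncRNAs and 693 genes, and all 693 genes have FPKM values in the 20 libraries. The annotation of the goat genome gives a position for the gene of 789 pairs. By these positions 788 of them lay within 100000 bp of their lncRNA. The exception was a tRNA gene, TRNAC-GCA, at 259608 bp. A total of 156 pairs overlapped, and the others had a median distance of 41500 bp. On the assigned chromosomes, the annotation placed a protein-coding gene within 100000 bp of 197 of these lncRNAs in 738 cases, and all 738 pairs are in Table S3. Of the 693 genes, 668 were above 0 FPKM in some library and 551 had a mean of at least 1 FPKM. Their mean FPKM had a median of 5.61, against 3.65 for all 19281 genes above 0. The 622 cis-target genes that passed the filter included 1 DEG by limma in M4 vs. D1 and 0 in each of the other 5 comparisons. With library quality weights in limma, 14 cis-target genes were DEGs in at least 1 comparison. An unadjusted p under 0.05 was found for 114 of them in M2 vs. D1, 38 in M4 vs. M2, 30 in M6 vs. M4, 58 in M4 vs. D1, 54 in M6 vs. D1 and 40 in M6 vs. M2. The DEG, LOC108637481, was named after its values were seen. It lies on chromosome 14 from 51012393 to 51019901, and TCONS_00102342, from 51015620 to 51020275, overlaps it on the same strand, so reads could be shared between them. Its FPKM was 17.7 ± 2.64 (SD, n = 5) at D1, 12.7 ± 2.13 at M2, 6.58 ± 2.08 at M4 and 12.6 ± 2.38 at M6. The log2 fold change in M4 vs. D1 was -1.46 (standard error 0.21, adjusted p = 0.00694 from limma), and no M4 library reached the lowest D1 library. By limma it was -0.48 in M2 vs. D1 (adjusted p = 0.285) and -0.50 in M6 vs. D1 (adjusted p = 0.638). TCONS_00102342 is among the 9 lncRNAs that the paper lists as differing in all 3 comparisons with D1. For 7 of these 9, Table S3 gives 24 cis-target genes, of which LOC108637481 alone had an adjusted p under 0.05. The median absolute log2 fold change of the cis-target genes in M2 vs. D1 was 0.40, against 0.36 in 10000 random gene lists matched on mean expression. This median stood at percentile 99.5 of the lists (two-sided permutation p = 0.0104 from the lists), and at percentiles between 27.7 and 77.1 in the other 5 comparisons. The lists drew genes independently, while cis-target genes lie in groups near shared lncRNAs. All genes were measured in the same goats, so this p does not measure the variation between goats. With quantile normalization between the libraries, the percentile in M2 vs. D1 was 81.7.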

The Gene Ontology (GO) analysis results showed that the target genes were significantly enriched in 50 categories (Supplementary Table S4) These cis-target genes are involved in many biological processes, such as regulation of catalytic activity, regulation of molecular function, regulation of hydrolase activity, and dephosphorylation (Figure 4A). In addition, KEGG analysis showed that these target genes were significantly enriched in sphingolipid signaling pathway, protein processing in endoplasmic reticulum, progesterone-mediated oocyte maturation, adipocytokine signaling pathway, neurotrophin signaling pathway, oocyte meiosis, sphingolipid metabolism, glutamatergic synapse, cGMP-PKG signaling pathway, inositol phosphate metabolism, phospholipase D signaling pathway and other pathways (*p* < 0.05) (Figure 4B and Supplementary Table S5).

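In Supplementary Table S5 the 11 pathways named here hold 52 different cis-target genes, of which 51 passed the filter on FPKM. None of the 51 genes had an adjusted p under 0.05 in any of the 6 comparisons by limma with Benjamini-Hochberg adjustment. An unadjusted p under 0.05 was found for 9 of them in M2 vs. D1, of which 3 were higher and 6 were lower at M2. The smallest adjusted p of all was 0.136, for PIK3C2G in inositol phosphate metabolism. GRM7, a metabotropic glutamate receptor gene, held the smallest in the glutamatergic synapse and the phospholipase D signaling pathway (0.187). The smallest was 0.228 in the neurotrophin signaling pathway (MAGED1), 0.255 in protein processing in endoplasmic reticulum (PDIA3), 0.279 in the sphingolipid signaling pathway and oocyte meiosis (PPP2R5E), 0.324 in sphingolipid metabolism (SGPP1) and 0.373 in the cGMP-PKG signaling pathway (MYLK3), each in M2 vs. D1. In progesterone-mediated oocyte maturation and the adipocytokine signaling pathway the smallest adjusted p was that of MAP2K1 and AGRP, both larger than these. The 7 genes of progesterone-mediated oocyte maturation had means over the 20 libraries between 0.175 FPKM for PKMYT1 and 62.7 FPKM for HSP90AB1. The 7 genes of the glutamatergic synapse ranged from 0.184 FPKM for PPP3R2 to 41.4 FPKM for GRM7. The paper's reported enrichment p was 0.00637 for the sphingolipid signaling pathway and 0.0493 for the phospholipase D signaling pathway. The smallest adjusted p that the paper reports in Table S5 is 0.426. The enrichment was not recomputed here.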

**Figure 4:**
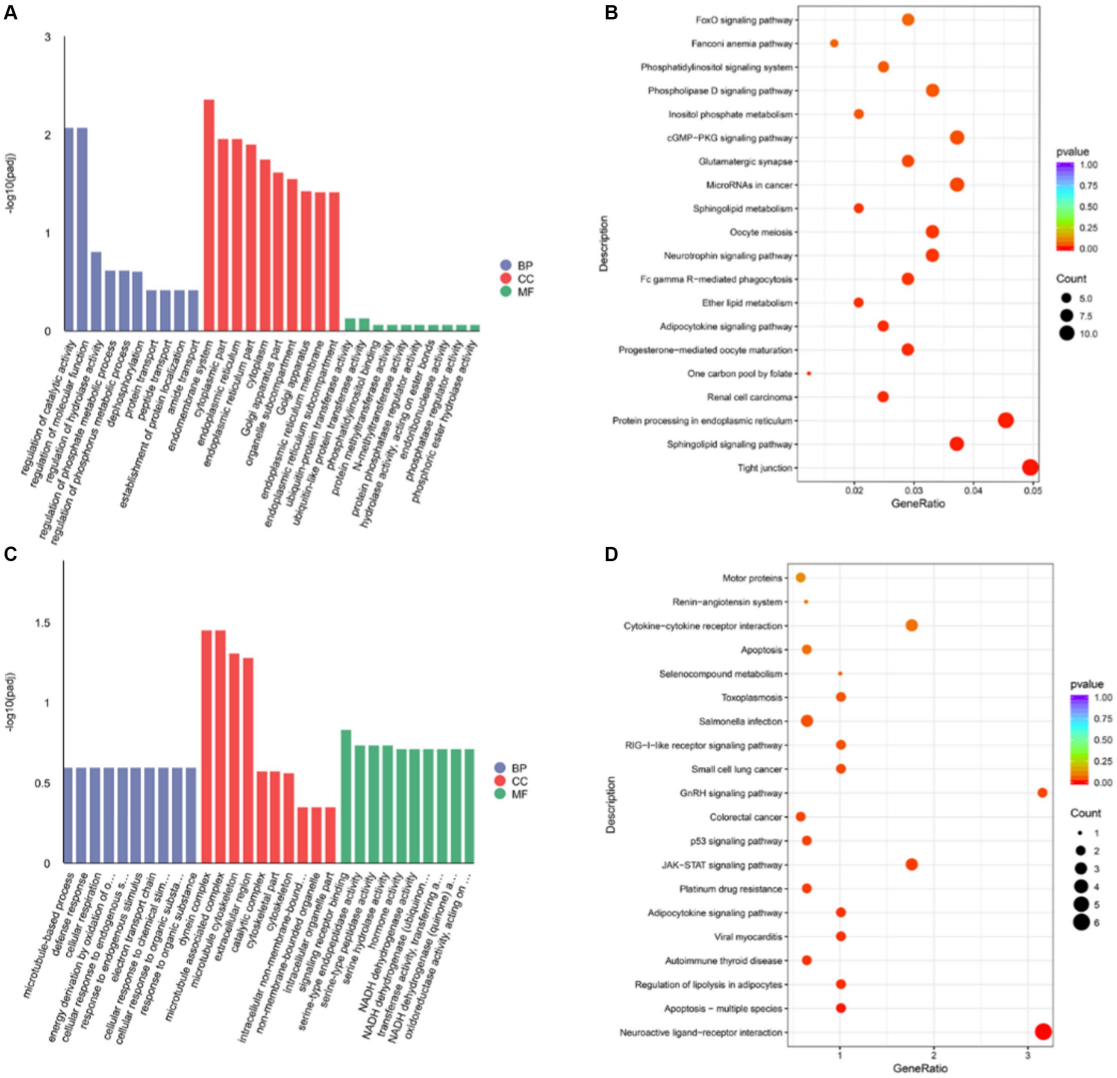
The functional enrichment analysis of DELs target genes **(A)** DELS cis-target gene GO analysis. **(B)** DELS cis-target gene KEGG analysis. **(C)** DELS trans-target gene GO analysis. **(D)** DELS trans-target gene KEGG analysis.

According to |*R*| > 0.95 and *p* < 0.05, 24 lncRNAs were found, which had 63 trans target genes (Supplementary Table S6 and Supplementary Figure S2). 

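Supplementary Table S6 holds 120 pairs of 23 lncRNAs and 63 genes, all with FPKM values in the 20 libraries. The r values that the paper reports there lie between 0.951 and 1.000, and 0 of the 120 are negative. The mean FPKM of the 63 genes had a median of 0.0981, and 54 of them (85.7%) had a mean under 1 FPKM, against 117 of 668 cis-target genes above 0 (17.5%). Only 18 of the 63 passed the filter of at least 0.1 FPKM in at least 5 libraries. No trans-target gene was a DEG by limma in any of the 6 comparisons. In M2 vs. D1, 7 of the 18 had an unadjusted p under 0.05. With the Benjamini-Hochberg adjustment over these 18 genes alone, 6 had an adjusted p under 0.05 and an absolute log2 fold change of at least 1 in M2 vs. D1, 2 in M4 vs. M2, 1 in M6 vs. M2 and 0 in the other 3 comparisons. The median absolute log2 fold change of the 18 genes in M2 vs. D1 was 1.40, against 0.44 in 10000 random lists matched on mean expression (percentile 100, two-sided permutation p = 2e-04, the smallest that the lists can give). The percentile was also 100 in M4 vs. D1 and M6 vs. D1, 99.99 in M4 vs. M2, 99.9 in M6 vs. M2 and 48.0 in M6 vs. M4. The paper selected these genes by a high correlation, which favours genes with large changes between libraries, so the lists are not an independent comparison. For 49 of the 63 genes (77.8%), a single library held over 50% of the FPKM summed over the 20 libraries. This was the case for 34 of the 668 cis-target genes above 0 (5.09%) and for 10.0% of all genes above 0. In 10000 random lists of 63 genes matched on mean FPKM the median number of such genes was 16 and the highest was 28 (permutation p = 0.0001, the smallest that 10000 lists can give). These lists drew genes independently, while many trans-target genes were highest in the same library, so this p overstates the evidence. The library with the highest FPKM was M2 replicate 3 for 19 of the 63 genes, M2 replicate 1 for 17 and M6 replicate 3 for 8. These 3 libraries had mapping rates of 86.87%, 86.42% and 86.05% in Supplementary Table S2. KLHDC1 had the highest FPKM of all genes in M2 replicate 3 and M6 replicate 3, and in no other library. It held 23.9% and 9.83% of the summed FPKM there. M2 replicate 3 also had the highest GC content (52.56%) and the lowest unique mapping rate (75.1%) of the 20 libraries, so more than its mapping rate was unusual.

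**Figure D1:**
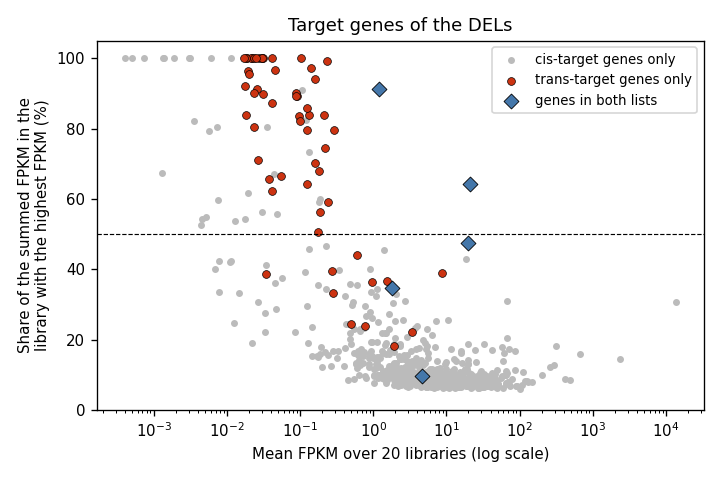
Each point is a target gene of the DELs above 0 FPKM in some library, placed by its mean FPKM over the 20 libraries (horizontal, log scale) and by the percent of its summed FPKM found in the library where it was highest (vertical). Of the 63 trans-target genes, 49 lie above the dashed line at 50%, and of the 668 cis-target genes, 34 do.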

The number of trans-target genes identified in lncRNAs was significantly lower than that in cis, suggesting that lncRNAs may function mainly by cis-regulating gene expression. 

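The correlation criterion was examined among the target genes themselves, because 18 of the lncRNAs in Supplementary Table S6 have at least 2 trans-target genes. These give 271 pairs of genes that share a lncRNA. Over the 20 libraries, Pearson's r of FPKM had a median of 0.979 in these pairs and was above 0.95 in 188 of them. The lowest r was -0.151, for GLP2R and CGA. The r and p values of Supplementary Table S6 imply 40 samples for every pair. Of the 271 gene pairs, 75 had an r below the smallest that the r values of that table allow. What follows thus describes these 20 libraries and does not test the paper's own correlations. Leaving out M2 replicate 3 lowered the number of pairs above 0.95 to 108, with 60 pairs left without an r because a gene was then at 0 throughout. Leaving out for each pair the 2 libraries farthest from the median of 1 of its genes left 114 of the 188 pairs without an r for the same reason. Of the other 74, 0 remained above 0.95, and the highest r of any pair was 0.695. With Spearman's correlation over the 20 libraries, 12 pairs were above 0.95, all with a rho of 1. None of these 12 had an r without the 2 libraries, so they rest on at most 2 libraries and shared values of 0. The cis-target genes were selected by distance alone and the trans-target genes by correlation. From the smaller number of trans-target genes, the paper proposes that the lncRNAs may act mainly in cis.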

The GO analysis results showed that we found that these cis-target genes were involved in many biological processes, such as signal receptor binding, hormone activity, NADH dehydrogenase activity, transferase activity, transfer aminoacyl, etc. (Figure 4C and Supplementary Table S7). In addition, KEGG analysis showed that these target genes were significantly enriched in neuroactive ligand receptors, multiple apoptosis, adipocytokine signaling pathway, GnRH signaling pathway, JAK-STAT signaling pathway, and p53 signaling pathway (*p* < 0.05) (Figure 4D and Supplementary Table S8).

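The neuroactive ligand-receptor interaction pathway holds 6 trans-target genes in Supplementary Table S8, with a p of 0.000781 and an adjusted p of 0.0586 as the paper's reported values. MLNR, on chromosome 12 from 67729363 to 67731502, was listed above 0 in 2 of the 20 libraries and reached 0.323 FPKM in M2 replicate 1. LOC106503280, on chromosome 19 from 43464163 to 43465555, was listed above 0 in M6 replicate 3 alone, at 0.360 FPKM. GLP2R, on chromosome 19 from 28712663 to 28757097, was listed above 0 in 9 libraries. M6 replicate 3, at 1.61 FPKM, held 82.1% of its summed FPKM, and the next library had 0.116 FPKM. These 3 genes did not pass the filter and were not tested. CGA, on chromosome 9 from 50058217 to 50076657, was listed above 0 in 10 libraries. Its FPKM lay between 0 and 2.12 at M2, between 0 and 0.405 at D1, and was at most 0.134 at M4 and 0.130 at M6. The log2 fold change of CGA in M4 vs. M2 was -2.42 (standard error 0.64, adjusted p = 0.450 from limma), so the difference was not past the threshold.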

The results suggest that these lncRNAs may be involved in hormone secretion, signal transduction processes, and thus regulation of sexual maturation in goats by modulating cis and trans target genes. Interestingly, LOC108634846, LOC108635405, LOC108637396, AGRP, and PIK3C2G were predicted in both cis and trans target genes. Among these, PIK3C2G is the trans-target gene and the cis-target gene of TCONS_00038560.

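Supplementary Tables S3 and S6 share 5 genes and 4 pairs of a lncRNA and a gene. PIK3C2G lies on chromosome 5 from 89912798 to 90383644 and is overlapped on the opposite strand by TCONS_00038560, from 90058616 to 90065941. Its FPKM was 0.421 ± 0.509 (SD, n = 5) at D1, 4.87 ± 4.66 at M2, 0.365 ± 0.2303 at M4 and 1.65 ± 1.83 at M6. The log2 fold change in M2 vs. D1 was 3.32 (standard error 0.80), not past the threshold by limma. The other 3 pairs in both tables are AGRP with TCONS_00123911, LOC108637396 with TCONS_00010225 and LOC108635405 with TCONS_00194138. LOC108637396 lies on chromosome 2 from 13672284 to 13675741 and had 6.86 ± 1.71 FPKM (SD, n = 5) at D1, 4.29 ± 0.642 at M2, 3.56 ± 0.843 at M4 and 3.67 ± 0.596 at M6. By limma, its log2 fold change was -0.64 in M2 vs. D1 (standard error 0.23, adjusted p = 0.208) and -0.92 in M4 vs. D1 (standard error 0.23, adjusted p = 0.164). With library quality weights in limma, its log2 fold change in M2 vs. D1 was -0.94 (adjusted p = 0.0166), and its adjusted p ranged from 0.0166 to 0.920 over all alternatives. LOC108634846 and LOC108635405 lie on scaffolds without an assigned chromosome. In M2 replicate 3 they had 186 and 265.5 FPKM, and the next library had 35.6 and 32.0 FPKM. Their log2 fold changes in M2 vs. D1 by limma were 3.15 (standard error 0.84, adjusted p = 0.145) and 3.96 (standard error 1.03, adjusted p = 0.143). With the mapping rate as a covariate in limma, these were 0.93 (standard error 0.76, adjusted p = 0.835) and 1.42 (standard error 0.99, adjusted p = 0.819). Over all alternatives they ranged from 0.86 to 3.64 and from 1.39 to 4.53. AGRP was above 1 FPKM in 2 libraries, and D1 replicate 3 held 91.3% of its summed FPKM.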

### 3.5 Interaction analysis

To better understand the role of goat hypothalamic DELs in the process of sexual maturation, we selected the target gene of DELs involved in reproduction. Construction of lncRNA-mRNA regulatory networks for DELs and their cis-and trans-target genes, respectively (Figure 5). 

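The network diagrams (Fig. 5) show 33 cis-target genes and 6 trans-target genes that could be read by eye, and all 39 have FPKM values. Their mean over the 20 libraries lay between 0.0176 FPKM for MLNR and 298 FPKM for UGT8, with a median of 5.93, and 9 genes had a mean under 1 FPKM. Of the 36 genes that passed the filter, 0 had an adjusted p under 0.05 by limma in any of the 6 comparisons. In M2 vs. D1, 6 of the 36 had an unadjusted p under 0.05, with 4 higher and 2 lower at M2.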

A total of 31 lncRNAs regulated 34 target genes.

**Figure 5:**
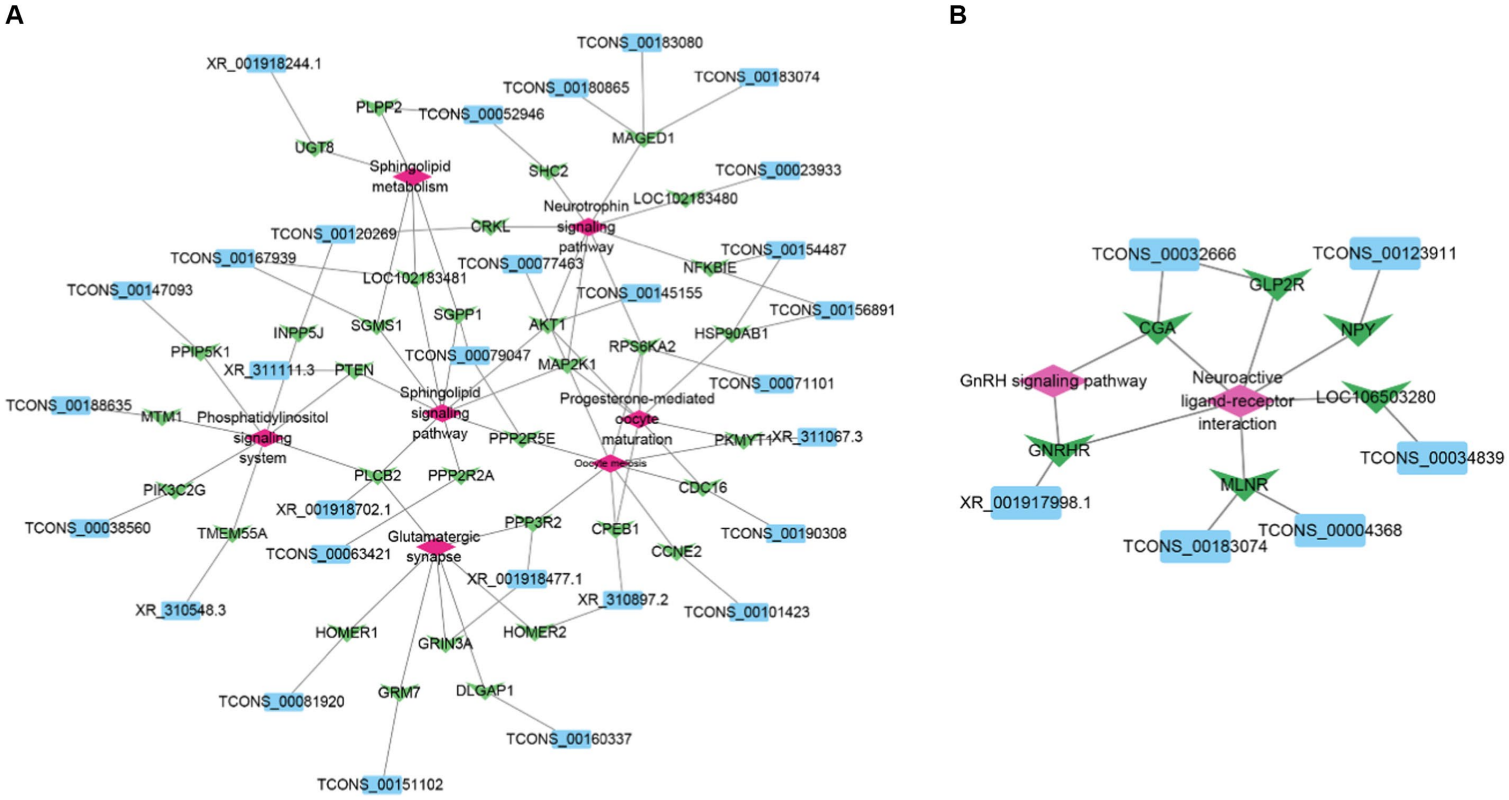
Network diagram of interaction between DELs and target genes. **(A)** Network diagram of interaction between DELs and cis-target genes. **(B)** Network diagram of interaction between DELs and trans target genes. Sky blue represents DELs, light green represents target genes, and pink represents pathway.

### 3.6 Verify lncRNA expression using qRT-PCR

To verify the accuracy of the sequencing results, we randomly selected 6 lncRNAs (XR_001297374.2, XR_001917241.1, TCONS_00176496, XR_001919854.1, TCONS_00032357, and TCONS_00074891) for qRT-PCR detection. The results showed that the expression patterns of these lncRNAs and those found in the transcriptome data were consistent with the sequencing results (Figure 6). This further illustrates the high reliability and accuracy of RNA-seq.

**Figure 6:**
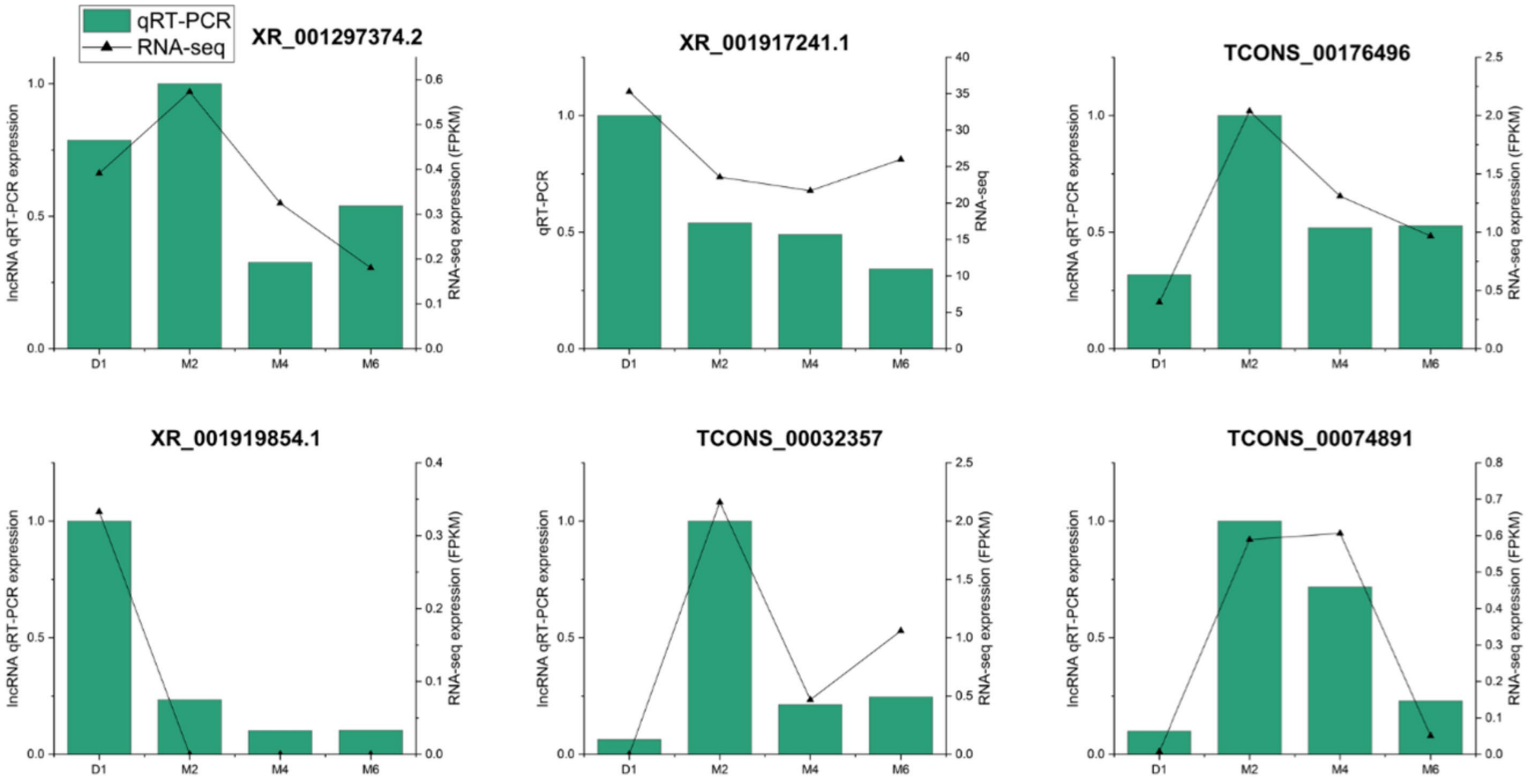
qRT-PCR verification of lncRNA expression levels in hypothalamus at four developmental stages of Jining grey goat.

## 4 Discussion

The hypothalamus is an important neuroendocrine center in mammals and plays an important role in the sexual development of animals. lncRNAs are non-coding RNAs that are more than 200 nt in length and do not have protein-coding functions. Many studies have shown that lncRNAs play an important role in reproductive regulation through transcriptional regulation or epigenetic modification (30, 31). Investigating the role of hypothalamic lncRNAs during sexual maturation in female goats is critical to understanding reproductive mechanisms in this species.

This study conducted lncRNA sequencing on hypothalamic tissue samples obtained from four postnatal developmental stages (D1, M2, M4, and M6) of female Jining grey goats. A total of 10,254 lncRNAs were identified according to rigorous screening criteria, including 1,676 known lncRNAs and 8,954 novel identified lncRNAs. Characterization of lncRNAs revealed that the majority of them consisted of 2–3 exons (84%), and approximately 54% were under 1 kb in length, consistent with previously reported profiles of lncRNAs in goats (32). A total of 236 DELs were identified by differential analysis of lncRNAs. The number of DELs is highest between M2 and D1, totaling 135, while the DELs are least frequent between M6 and M4, with only 16 instances. These results indicated that the number of DELs decreased with the gradual maturity of goats, and the development of Jining grey goats from birth to 2 months of age was an important developmental stage.

Recent studies have shown that lncRNAs are involved in the regulation of gene expression through both cis-and trans-regulatory mechanisms and play an important role in a wide range of biological processes (33, 34). The results showed that 220 DELs regulated 693 target genes through cis. These target genes are involved in the sphingomyelin signaling pathway, progesterone-mediated oocyte maturation, neurotrophin signaling pathway, oocyte meiosis, sphingomyelin metabolism, glutamatergic synapses, cGMP-PKG signaling pathway, phosphoinositide metabolism, and phospholipase D signaling pathway. These pathways are involved in hypothalamic neuronal development, energy metabolism, and reproductive processes (35–38), suggesting that lncRNAs may play an important role in the sexual maturation of goats. Based on this result, we constructed a lncRNA-mRNA regulatory network. Among them, XR_001918477.1, TCONS_00077463, XR_001918760.1, and TCONS_00029048 target GRIN3A, MAP2K1, NOTCH1, and LEP, respectively, and these genes are involved in sexual maturation and reproductive hormone secretion (39–42). 

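XR_001918477.1 lies on chromosome 8 from 91098474 to 91101488, 32815 bp downstream of GRIN3A (91134303 to 91337452). The FPKM of GRIN3A was 8.48 ± 2.89 (SD, n = 5) at D1, 7.42 ± 2.19 at M2, 7.57 ± 2.08 at M4 and 6.01 ± 2.78 at M6. Its log2 fold change in M2 vs. D1 was -0.17 (standard error 0.31, adjusted p = 0.830 from limma), and its smallest adjusted p in the 6 comparisons was 0.728, in M6 vs. D1. TCONS_00077463, on chromosome 10 from 87920216 to 87922956, overlaps MAP2K1 (87920155 to 87994641) on the opposite strand. MAP2K1 had 24.2 ± 12.0 FPKM (SD, n = 5) at D1, 16.7 ± 9.23 at M2, 24.1 ± 11.6 at M4 and 16.1 ± 6.20 at M6. The log2 fold change of MAP2K1 in M2 vs. D1 was -0.55 (standard error 0.40, adjusted p = 0.515 from limma). XR_001918760.1, on chromosome 11 from 103483225 to 103486840, lies 87503 bp upstream of NOTCH1 (103349994 to 103395722). NOTCH1 had 3.96 ± 0.917 FPKM (SD, n = 5) at D1, 6.04 ± 3.04 at M2, 4.20 ± 2.53 at M4 and 3.77 ± 1.68 at M6, with a log2 fold change of 0.48 in M2 vs. D1 (standard error 0.42, adjusted p = 0.600 from limma). For MAP2K1 and NOTCH1 these were the smallest adjusted p of the 6 comparisons. None of the 3 genes thus passed the threshold in any comparison. The fit called 17.5% of independently simulated genes shifted by 1 on the log2 scale, so changes of that size or smaller could be missed. Once the mapping rate of each library was a covariate, the log2 fold change in M2 vs. D1 changed sign for all 3, to 0.20 for GRIN3A (standard error 0.39), 0.12 for MAP2K1 (standard error 0.46) and -0.16 for NOTCH1 (standard error 0.49). These values are smaller than their standard errors. No M2 library reached the mapping rate of any D1 library. TCONS_00029048, on chromosome 4 from 27744133 to 27770292, lies 61849 bp upstream of LEP (27665915 to 27682284). LEP was listed at 0 in all 20 libraries, while LEPR, the leptin receptor gene, had between 0.511 and 7.05 FPKM. From the pathways of these genes and from earlier studies of them, the paper places the 4 lncRNAs in its network and states that the genes take part in sexual maturation and reproductive hormone secretion.

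**Figure D2:**
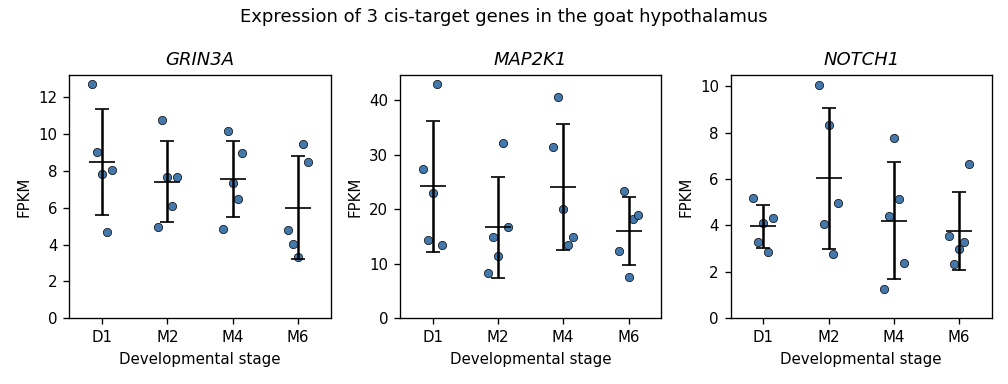
FPKM of GRIN3A, MAP2K1 and NOTCH1 (vertical axes, from 0) at the 4 developmental stages (horizontal axes). Points are the 5 libraries of each stage, and lines with bars are the mean and SD; for each gene the ranges of all 4 stages overlap.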

GRIN3A is a member of the glutamate-regulated ion channel superfamily, and the expression level of GRIN3A is significantly increased before estrus in mice, which may be related to enhanced glutamate receptor signaling in preovulatory GnRH neurons (43). In mammals, LEP acts on neural circuits in the hypothalamus to regulate feeding and energy metabolism (44), and in addition, leptin can be involved in the regulation of puberty through mTOR (9).

The trans target genes of lncRNAs are predicted by calculating the correlation of mRNA to lncRNAs. This approach enables lncRNAs to regulate mRNA away from their transcription sites (9). In this study, a total of 23 lncRNAs were negatively correlated with 63 protein-coding genes. These target genes are mainly enriched in neuroactive ligand and receptor interactions, JAK-STAT signaling pathway, p53 signaling pathway, and GnRH signaling pathway. Based on this, we speculate that these lncRNAs may be involved in various biological processes, such as hormone secretion and signal transduction, during goat sexual maturation by regulating the expression of these target genes (45–47). Furthermore, we constructed a regulatory network related to reproduction, including 6 lncRNAs and 6 target genes involved in the interaction between neuroactive ligands and receptors and the GnRH signaling pathway. 

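Supplementary Table S6 gives NPY and AGRP as trans-target genes of TCONS_00123911, a lncRNA on chromosome 18 from 36350521 to 36352295 that overlaps AGRP (36350896 to 36352309) on the opposite strand. NPY, on chromosome 4 from 48611208 to 48618326, was listed above 0 in 18 of the 20 libraries. It had between 0.732 and 14.9 FPKM at D1, 0.206 and 5.79 at M2, 0 and 11.3 at M4, and 0 and 6.70 at M6. The log2 fold change of NPY in M2 vs. D1 was -0.78 (standard error 1.18, adjusted p = 0.786 from limma), smaller than its standard error. Its sign changed to 0.25 with library quality weights and to 1.60 (standard error 1.29) with the mapping rate as a covariate. AGRP was listed at 0 in 13 libraries and had 21.7 FPKM in D1 replicate 3, 1.36 in M6 replicate 4 and at most 0.181 in the others. In limma, AGRP had a log2 fold change of -1.67 in M2 vs. D1 (standard error 1.07, adjusted p = 0.456). Over the 20 libraries NPY and AGRP had a Pearson's r of 0.627 (permutation test, two-sided p = 0.0175) and a Spearman's rho of 0.445 (p = 0.0502). Without the 2 libraries farthest from the median, D1 replicate 3 and M4 replicate 1, r was 0.0136 (permutation p = 0.964). Without D1 replicate 3 alone it was -0.0405, so over these 20 libraries the relation rests on that library. The r of the deviations from the stage means was 0.574 (permutation p = 0.0553). The r and p values of Supplementary Table S6 imply 40 samples, and its r values allow no r under 0.905 for NPY and AGRP. The paper's own correlations may thus rest on other samples or values, which are unknown, and are not tested here.

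**Figure D3:**
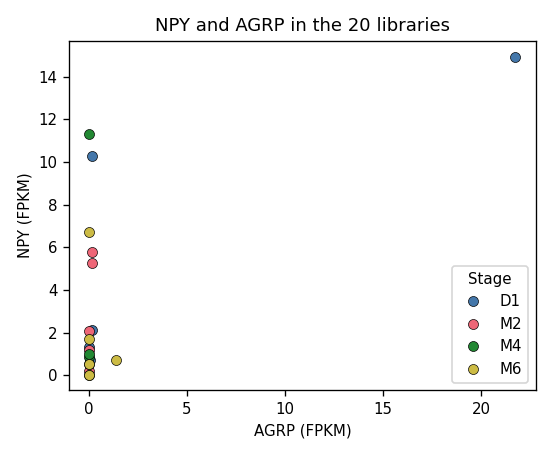
Each point is one of the 20 libraries, placed by the FPKM of AGRP (horizontal) and NPY (vertical) and coloured by developmental stage. D1 replicate 3 lies apart at 21.7 FPKM of AGRP and 14.9 FPKM of NPY, while the other libraries have at most 1.36 FPKM of AGRP.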

Among them, TCONS_00123911 acts on neuropeptide Y (NPY) through trans regulation. Studies have shown that NPY plays an important role in energy homeostasis and reproductive hormone secretion (48). In addition, NPY has been shown to play an important role in sexual maturation by regulating GnRH secretion patterns and luteinizing hormone secretion (49, 50). In addition, we have identified XR_001917998.1 that can trans-modulate GnRHR. 

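GNRHR lies on chromosome 6 from 84144226 to 84161854 and was listed above 0 in 18 of the 20 libraries. Its FPKM was at most 0.103 at D1, lay between 0.0540 and 2.20 at M2 and between 0.0611 and 0.841 at M4, and reached 2.40 in M6 replicate 3, where the other M6 libraries had at most 0.232. The log2 fold change of GNRHR in M2 vs. D1 was 2.39 (standard error 0.74, adjusted p = 0.167 from limma over all genes). An exact permutation test of this gene alone gave a two-sided p of 0.0238 for the 5 M2 libraries against the 5 D1 libraries. Among the 15 libraries of M2, M4 and M6, log2(FPKM + 0.1) of GNRHR fell as the mapping rate rose, with a Pearson's r of -0.749 (permutation test, two-sided p = 0.00136) and a Spearman's rho of -0.704 (p = 0.00424). Without the 2 libraries farthest from the median mapping rate, r was -0.542. With the mapping rate as a covariate in limma, the log2 fold change in M2 vs. D1 was 0.64 (standard error 0.73, adjusted p = 0.892), and the adjusted p ranged from 0.0518 to 0.993 over all alternatives.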

GnRHR plays an important role in the regulation of mammalian reproduction (51). Studies have shown that after hypothalamic GnRH stimulation, GnRHR regulates the activity of the HPG axis through signal transduction, thereby participating in the synthesis and release of LH and FSH, and regulating gonadal function (52, 53).

The identified DELs potentially play a role in the sexual maturation process of goats by modulating target genes through cis-trans regulation. However, experimental validation is required to confirm the functions of lncRNAs. Subsequent research will focus on unraveling the molecular mechanisms through which lncRNAs regulate sexual maturation in goats at both the molecular and cellular levels.

## 5 Conclusion

In summary, we described the characteristics of the expression profile of lncRNA in the hypothalamus at four developmental stages in goats and analyzed the regulatory mechanism of lncRNAs in the process of sexual maturation in goats. In this study, a total of 237 DELs were identified and their cis-trans target genes were predicted, and functional analysis showed that the cis-trans target genes of these DELs were mainly involved in sphingomyelin signaling pathway, glutamatergic synapse, neuroactive ligand and receptor interaction, p53 signaling pathway, GnRH signaling pathway, hypothalamic development and hormone secretion. This work enriches the goat lncRNA database, lays a theoretical foundation for elucidating the molecular mechanism of goat sexual maturation in the future, and will provide a theoretical basis for the improvement of goat genetic traits.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/, GSE244004.

## Ethics statement

The animal study was approved by the Animal Care and Use Committee of Shandong Agricultural University ethics committee (SDAUA-2023-157). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

QL: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Project administration, Resources, Software, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing. TC: Funding acquisition, Validation, Visualization, Writing – review & editing. YW: Software, Writing – review & editing. RX: Validation, Visualization, Writing – review & editing. YG: Visualization, Writing – review & editing. PH: Software, Writing – review & editing. LZ: Visualization, Writing – review & editing. JW: Funding acquisition, Investigation, Methodology, Project administration, Writing – review & editing.

# Supplementary material for: Transcriptome analysis revealed the characteristics and functions of long non-coding RNAs in the hypothalamus during sexual maturation in goats
**Source:** Front Vet Sci. 2024 Jun 12;11:1404681. doi: 10.3389/fvets.2024.1404681
**Supplement:** Supplementary file 1

## Supplementary Material

### 1.1 Supplementary Figures

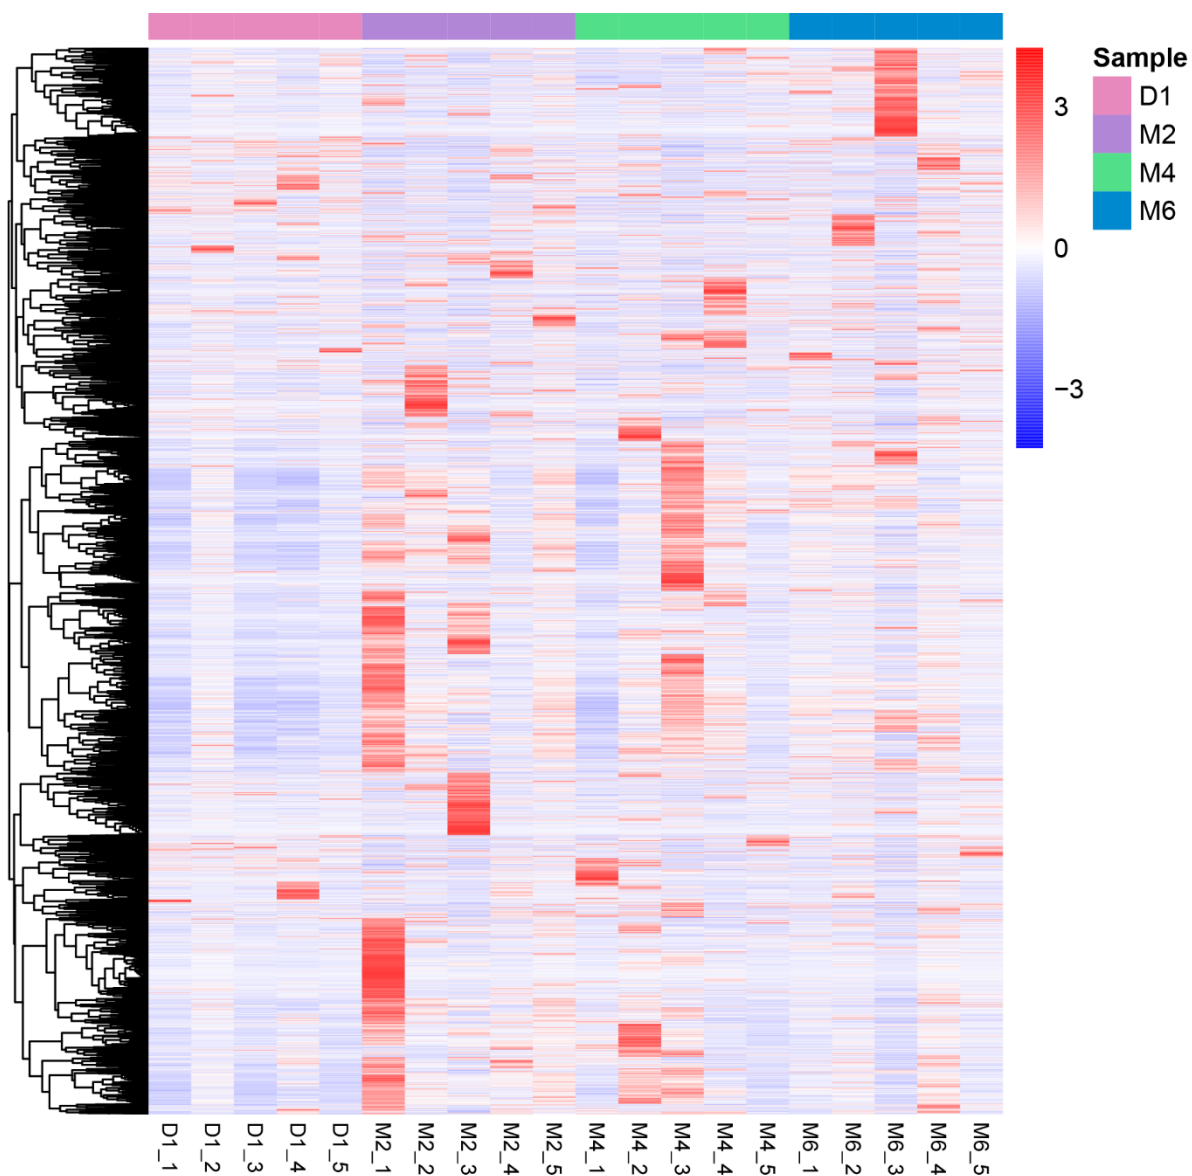

**Supplementary Figure 1.** Heatmap of lncRNA cluster analysis of hypothalamus at different developmental stages of Jining grey goats. D1, 1 day; M2, 2 month; M4, 4 month; M6, 6 month.

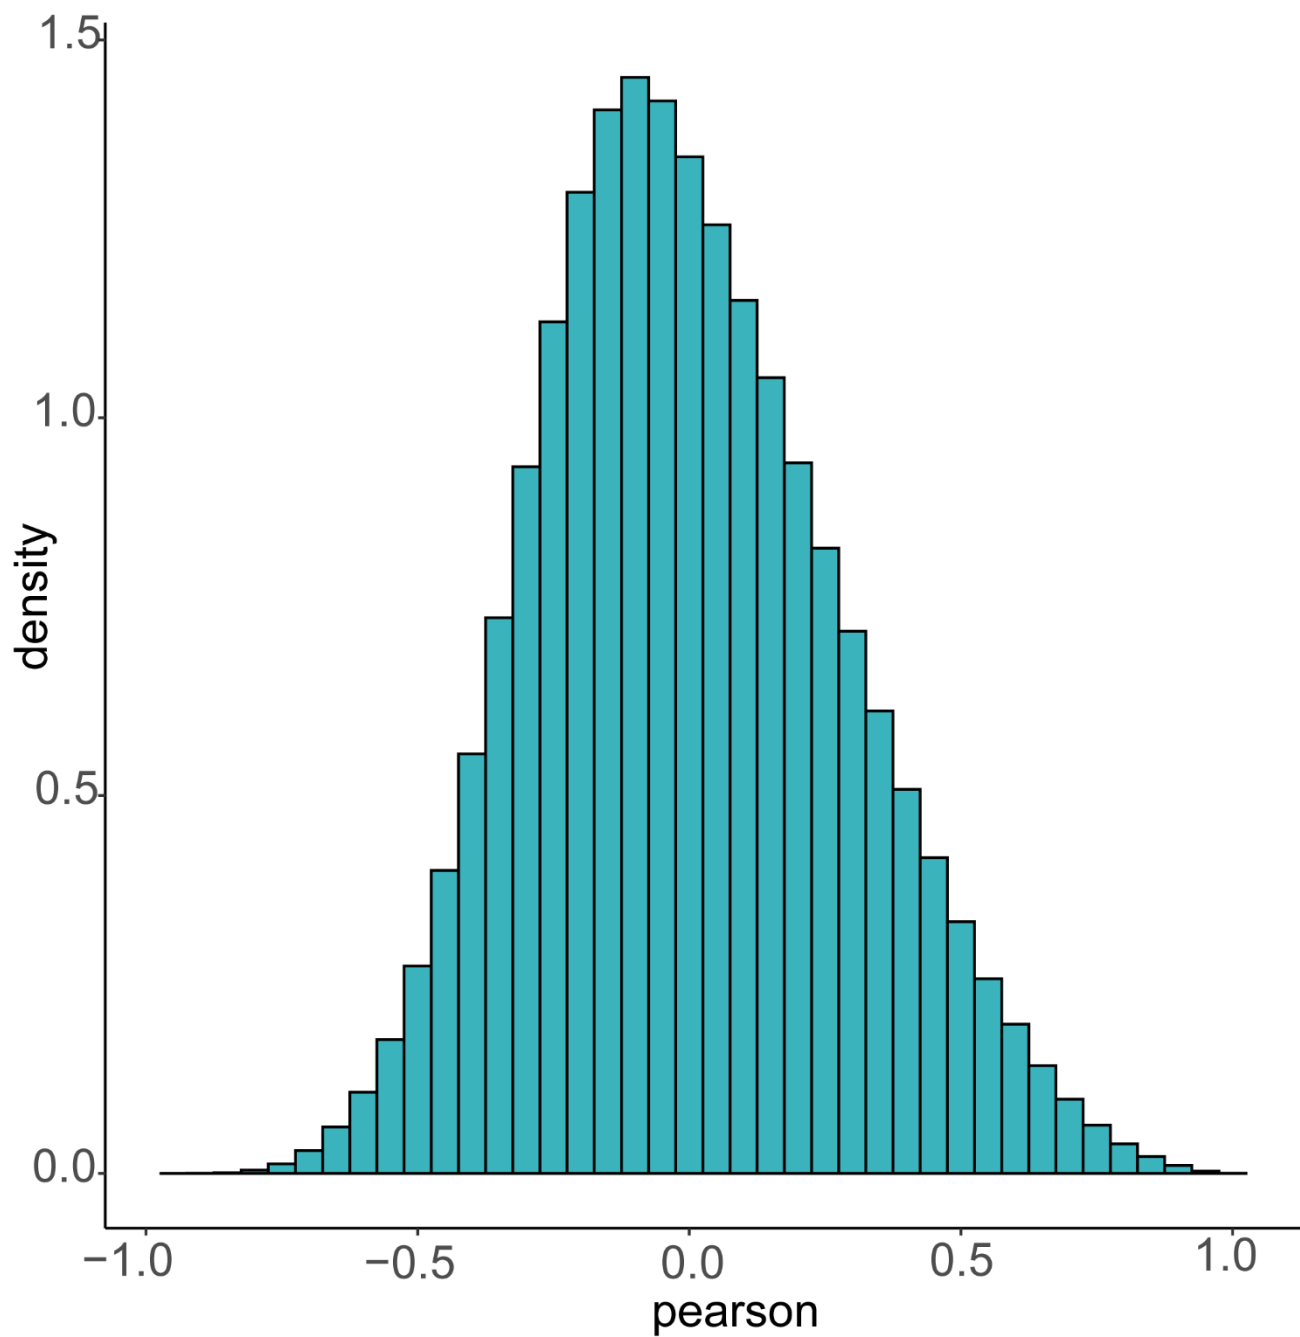

**Supplementary Figure 2.** Histogram of the correlation of the lncRNA trans target gene prediction.

How the deposited data were processed for this re-analysis (not part of the article)

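The data are gene expression values of the hypothalamus of 20 goats, with 5 goats at each of D1, M2, M4 and M6 and 1 strand-specific library depleted of rRNA per goat. The authors trimmed the reads with fastp, aligned them with HISAT2 to the goat genome, assembled transcripts with StringTie and calculated FPKM for each gene, and these FPKM values are the deposited values used here. They are not whole multiples of a step in each library, so the reads behind each value were not recovered and no counting error could be calculated. The replicate SD and the standard error of the fit therefore carry the precision. Clean reads and mapping rates were taken from Supplementary Table S2, and positions of genes from the annotation of the same genome.

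The design was written for lncRNAs before the data were examined, along with the alternatives and the rule for the genes named in the text. The values cover genes and not lncRNA transcripts, so the same design was applied to genes, a choice made after the data were seen. The DELs, the z-scores of the lncRNAs, the correlations of lncRNAs with genes and the qRT-PCR values were not analysed here. The named genes are every target gene the paper's text names, the 2 genes with the largest rise and the 2 with the largest fall in each comparison among the DEGs whose groups of 5 libraries do not overlap, and a list of marker genes of puberty, pituitary and myelin. After the results were seen, 1 gene of that list was taken out of it and out of the mean of the myelin genes, and it is not reported here. M2 vs. D1 was chosen for the tables of named target genes after the data were seen. The counts of single-library genes, the pairs of trans-target genes and LOC108637481 were also chosen after the data were seen.

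Genes with at least 0.1 FPKM in at least 5 of the 20 libraries were tested, which left 16771 of 21071 genes. Values were transformed to log2(FPKM + 0.1) and fitted with limma 3.58.1 in R 4.3.3, with the 4 stages as groups, no block, and moderated variances with a trend on mean expression. The 6 comparisons between stages were taken from this fit. P values were adjusted by the Benjamini-Hochberg method over all genes tested in each comparison, and DEGs needed an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The fit was tested on simulated data. Without any shift, 5.13% of the genes had an unadjusted p under 0.05 and 0 were called. The simulated genes varied independently, so this does not cover variation that the genes of a library share. Among 100 divisions of the 10 libraries compared, the most DEGs ranged from 1 in M6 vs. M4 to 195 in M4 vs. M2.

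Other calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Correlations were tested with 100000 permutations of the library labels. Differences between groups of libraries in a single measure were tested with exact permutation tests over all assignments of the labels. The fold changes of target gene lists were compared with those of 10000 random lists of genes, drawn to match the list in 25 bins of mean expression. For the counts of genes held by a single library, the random lists were drawn from the genes nearest in mean FPKM. A gene was counted as held by a single library where that library had over 50% of its summed FPKM. Cis and trans target genes were read from Supplementary Tables S3 and S6, pathways from Supplementary Tables S5 and S8, and the genes of the network by eye from Figure 5.

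The alternatives were another pseudocount, no filter or a filter on mean FPKM, a fit of only the 10 libraries compared, quantile normalization, median-ratio scaling, variances without a trend, library quality weights, the replicate number as a block, the mapping rate as a covariate, these 2 together, the adjusted p alone and leaving out each library in turn. Adjustment over the cis-target or the trans-target genes alone, and the alternatives for pairs of genes, were added after the data were seen. Every library was kept in the analysis.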

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

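The tests of mapping rate, myelin genes, red blood cell genes and other splits of the libraries were chosen after these results were seen.

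In each group of 5 libraries, the gap between the highest or the lowest library and its nearest neighbour was divided by the range of the group, for log2(FPKM + 0.1) of the named genes and for the measures of the libraries. Of 71 groups, 8 were above 0.71, where chance gives about 3.55. AGRP at D1 had a ratio of 0.817 because of D1 replicate 3, at 21.7 FPKM. AGRP at M6 had a ratio of 1 because the other 4 libraries were listed at 0 beside M6 replicate 4. ALAS2 and UBE2C at M4 also had a ratio of 1, with 4 libraries listed at 0 beside M4 replicate 1. LOC108634846 and LOC108635405 at M4 were lowest in M4 replicate 1, with ratios of 0.784 and 0.762. LOC108637396 at M2 was lowest in M2 replicate 5, with a ratio of 0.728 and 3.19 FPKM. The mapping rate at D1 was lowest in D1 replicate 1, at 94.82% against 95.89% for the next library, with a ratio of 0.781.

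M4 replicate 1 appears in 4 of these 8 groups. It also had the lowest mean of the myelin genes among the 20 libraries (5.17 on the log2 scale). The first component of the deviations from the stage means followed the myelin genes, with a permutation p of 1e-05, the smallest that 100000 permutations can give. A different amount of myelinated tissue in the sample is therefore a candidate explanation for the position of this library. It was not tested for the single genes. Each stage contributes 5 goats, so no biological explanation for a single library was tested.

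By limma, 9 genes were DEGs in M4 vs. D1 and 1 was a DEG in M6 vs. D1, and the paper reports no DEGs. All of these were lower at the later stage, while with library quality weights 11 DEGs were higher and 54 lower in M4 vs. D1, and 34 higher and 61 lower in M6 vs. D1. For each of the 9 genes and for ALAS2 in M6 vs. D1, the highest later library was below the lowest D1 library. Over all genes tested, 323 (1.93%) did not overlap between M4 and D1 and 476 (2.84%) between M6 and D1, where chance gives 0.794%. The largest changes in M4 vs. D1 were those of HBBC, with a log2 fold change of -6.18 (standard error 1.14, adjusted p = 0.0459 from limma), and UBE2C, with -3.62 (standard error 0.67, adjusted p = 0.0459 from limma). HBBC had 52.3 ± 48.0 FPKM (SD, n = 5) at D1 and 0.393 ± 0.386 at M4. UBE2C had 1.64 ± 1.08 FPKM at D1 and was listed at 0 in 4 of 5 libraries at M4. ALAS2 had 1.204 ± 0.948 FPKM at D1, and its log2 fold change in M6 vs. D1 was -3.27 (standard error 0.48, adjusted p = 0.0213 from limma). Over the alternatives the adjusted p ranged from 0.0100 to 0.237 for HBBC, from 0.00818 to 0.328 for UBE2C and from 0.000449 to 1.00 for ALAS2.

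Splits of the 10 libraries that part the same-numbered pairs gave as many DEGs in 1 of 16 cases for M4 vs. D1 and in 2 of 16 for M6 vs. D1, the real split included. A share under 0.05 is out of reach with 16 splits, so these splits could not have told either count apart from a random division of the libraries. Among 100 splits that also include those keeping same-numbered libraries together, 1 gave as many DEGs for M4 vs. D1 and 6 for M6 vs. D1. With the mapping rate as a covariate, M4 vs. D1 had 3 DEGs, all among the 9, so the mapping rate does not fully explain these 3. Red blood cells in the tissue were a candidate explanation for HBBC and ALAS2. Of 8 red blood cell genes on a list written before that test, 7 were found. Their mean at D1 minus that at M4 was -0.11 on the log2 scale (exact permutation p = 0.540, 252 assignments), so it was not lower at M4. This goes against red blood cells as the source. The stage of development remains a hypothesis for these genes.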

How the results depend on the processing

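The counts of DEGs by limma were 0 in M2 vs. D1, M4 vs. M2, M6 vs. M4 and M6 vs. M2, 9 in M4 vs. D1 and 1 in M6 vs. D1, with 2616, 1455, 1152, 1030, 1460 and 1243 genes at an unadjusted p under 0.05. M6 vs. M4 had 0 DEGs under every alternative run. The cause was not tested for any change given below.

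With pseudocount 1, M2 vs. D1 had 2 DEGs, M4 vs. M2 and M6 vs. M2 had 1 each, M6 vs. D1 had 0 and the percentile of the cis-target genes in M2 vs. D1 was 96.75. With pseudocount 0.5, M6 vs. D1 had 0, M6 vs. M2 had 1 and the percentile was 94.77. With no filter, M2 vs. D1 had 1 and the percentile was 95.86. With a mean of at least 0.5 FPKM, M6 vs. D1 had 0, and GNRHR and ALAS2 were not tested. In the pairwise fit, M2 vs. D1 had 1, M4 vs. D1 and M6 vs. D1 had 0, and the DEGs of any comparison numbered 1, with 0 cis-target genes among them. Quantile normalization gave 5 DEGs in M4 vs. D1, 5 in any comparison and a percentile of 81.73. Median-ratio scaling gave 5 in M4 vs. D1 and 2 in M6 vs. D1. Without the trend, M2 vs. D1 had 1, M6 vs. D1 had 3 and 1 was shared by the 3 comparisons with D1.

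Library quality weights moved the counts of the 3 comparisons with D1 most. They gave 148 DEGs in M2 vs. D1 (91 higher and 57 lower at M2), 65 in M4 vs. D1 (11 higher and 54 lower at M4), 95 in M6 vs. D1 (34 higher and 61 lower at M6) and 229 in any comparison. Of these, 20 were shared by the 3 comparisons with D1, 14 were cis-target genes and 1 was a trans-target gene. The percentile of the cis-target genes was 82.79, and the log2 fold change of NPY reversed to 0.25. All 9 DEGs of M4 vs. D1 remained.

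With the mapping rate as a covariate, M4 vs. D1 had 3 DEGs, M6 vs. D1 had 0, M6 vs. M2 had 1 and any comparison had 4. The median log2 fold change of all genes in M2 vs. D1 moved from -0.07 to 0.04. The log2 fold changes in M2 vs. D1 reversed to 0.20 for GRIN3A, 0.12 for MAP2K1, -0.16 for NOTCH1 and 1.60 for NPY. Deviations from the stage means had a mean correlation of 0.00801 between same-numbered libraries, which are different goats, so the replicate number was not used as a block in the results above. With the replicate block, M6 vs. D1 had 0 DEGs and M4 vs. D1 had 7. With the replicate block and the mapping rate together, M4 vs. D1, M6 vs. D1 and any comparison had 0, with 0 cis-target genes, and the percentile was 81.53. The log2 fold changes were 0.21 for GRIN3A, 0.36 for MAP2K1, -0.31 for NOTCH1, 1.07 for AGRP and 2.27 for NPY, all reversed.

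Chosen after the data were seen, adjustment over the cis-target genes alone gave 4 DEGs among them, and over the trans-target genes alone 7. The number of gene pairs with r above 0.95, 188, was 124 on the log2 scale and 12 with Spearman's correlation. It was 0 without the 2 libraries farthest from the median. There, 142 of the 271 pairs had no r because a gene was then at 0 throughout. The 12 pairs above 0.95 by Spearman's correlation were among these 142. The highest count among the 4 alternatives for these pairs, not counting the fits without 1 library, was 186. The r of NPY and AGRP, 0.627, was 0.445 with Spearman's correlation, 0.0136 without the 2 farthest libraries and 0.574 for deviations from the stage means.

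Across the 20 fits that each left out 1 library, the DEGs ranged from 0 to 10 in M2 vs. D1, from 0 to 3 in M4 vs. M2, from 3 to 33 in M4 vs. D1, from 0 to 20 in M6 vs. D1, from 0 to 1 in M6 vs. M2, from 3 to 39 in any comparison and from 0 to 7 among those shared. Cis-target genes ranged from 1 to 4, trans-target genes from 0 to 1 and the percentile from 75.99 to 99.9. The r of NPY and AGRP ranged from -0.0405, a reversal without D1 replicate 3, to 0.725. The gene pairs ranged from 108 to 188 and the mean z-score at D1 minus later stages from 0.0629 to 0.119. The count of trans-target genes held by a single library was from 37 to 50 in these fits, and 48 and 50 under the scaling alternatives.

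Among the 446 log2 fold changes of 14 named genes under the alternatives, 65 became weaker, 1 became stronger and 10 reversed. The others show little stability, since several alternatives, such as the fit without the trend or without a library of a stage that is not compared, leave a log2 fold change as it was. The adjustment over the DELs alone and the correlations of lncRNAs with genes were not run, since no lncRNA values were analysed here. The reads behind each value are unknown, which limits what can be said of genes under 1 FPKM.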

Differences from the paper's values

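No value that the paper states and that was also computed here met the limit set for a difference. The results text gives a higher number of lncRNAs with cis-target genes than the 220 in Supplementary Table S3, and a higher number with trans-target genes than the 23 in Supplementary Table S6. The highest mapping rate in Supplementary Table S2 is 96.19%, in D1 replicate 4, and the text gives a lower one. The discussion speaks of negative correlation between lncRNAs and trans-target genes, while 0 of the 120 r values in Supplementary Table S6 are negative. The number of target genes that could be read from Figure 5 was 39, and the text gives fewer.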

Other observations

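All tests given here were chosen after the results were seen.

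The DEG counts of M2 vs. D1, M4 vs. M2, M6 vs. M4 and M6 vs. M2 were 0, so each of the 16 splits that part the same-numbered pairs gave as many (16, 16, 16 and 16), which a count of 0 fixes in advance. For genes at an unadjusted p under 0.05, 1 of 16 splits gave as many as the 2616 genes of M2 vs. D1, 8 of 16 as many as the 1455 of M4 vs. M2, 4 of 16 as many as the 1152 of M6 vs. M4, 3 of 16 as many as the 1460 of M4 vs. D1, 2 of 16 as many as the 1243 of M6 vs. D1 and 6 of 16 as many as the 1030 of M6 vs. M2. A share under 0.05 is out of reach with 16 splits, so these splits could not have told any of the counts apart from a random division of the libraries. Among 100 splits that also include those keeping same-numbered libraries together, 3, 31, 23, 13, 9 and 33 gave as many, in the same order. In M2 vs. D1, 641 genes (3.82%) did not overlap between the stages, where chance gives 0.794%.

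Libraries of a stage differed widely. MBP lay between 23.4 and 1706 FPKM. The first component of the deviations from the stage means held 22.1% of the variance. It followed the mean of the myelin genes (r = 0.890, permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted 3e-05 over 3 tests), with a Spearman's rho of 0.848 and an r of 0.825 without the 2 libraries farthest from the median. It also followed the mapping rate (r = -0.586, permutation p = 0.0125, adjusted 0.0187, rho = -0.602, r without 2 libraries -0.570), and not the number of clean reads (r = 0.0513, permutation p = 0.840). A different amount of myelinated tissue in the dissected samples and the quality of alignment are candidate explanations, and the data do not part them from differences between goats.

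Genes of hypothalamic neurons were uneven between libraries. GNRH1 was listed at 0 in 12 libraries and reached 14.6 FPKM in M2 replicate 4 and 7.96 FPKM in D1 replicate 1. KISS1 was listed at 0 in 15 libraries and was at most 0.839 FPKM. TAC3 reached 25.3 FPKM in M2 replicate 4, PDYN lay between 0.877 and 128 FPKM, and POMC between 0.191 and 5.63 FPKM. GAPDH lay between 319 and 1447 FPKM, with no difference between stages past the threshold (permutation p = 0.570).

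The number of genes above 0 was higher at D1 than at the later stages by 813 (exact permutation p = 0.000451, 15504 assignments). Among the 15 later libraries it rose with the mapping rate (r = 0.857, permutation p = 3e-05, rho = 0.918, r = 0.816 without the 2 farthest libraries), and less clearly with the number of clean reads (r = 0.344, permutation p = 0.208). With the mapping rate in the model the difference was 296. The mapping rate may thus account for part of it. The mean z-score of the genes was higher at D1 by 0.0879 (exact permutation p = 0.125), and 25.8% of genes had their lowest mean at D1, where chance gives 25%.

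The number of trans-target genes held by a single library, 49, was above that of each of 10000 random lists of the same mean FPKM (permutation p = 0.0001, the smallest possible), so low expression alone is not enough. In 36 of the 49 the library was among the 5 of lowest mapping rate, against a median of 23 in 10000 random lists of 49 other genes that are also held by a single library (permutation p = 0.0002). Both kinds of list drew genes independently. Of the 49 genes, however, 14 were held by M2 replicate 1, 14 by M2 replicate 3 and 7 by M6 replicate 3. Both p values thus count genes that rise together as separate and overstate the evidence. The quality of alignment in those libraries is a candidate explanation. The genes were selected by the paper for correlation, so a large value in 1 library is favoured by the selection itself.

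The r and p values of Supplementary Table S6 imply 40 samples for every one of the 120 pairs, while 20 libraries were used here. Of the 271 gene pairs that share a lncRNA, 75 had an r below the smallest that the r values of that table allow over the same samples. The implied number of 40 fits correlations that were not computed over these 20 libraries, and which samples or values entered them is unknown. For NPY and AGRP the smallest r allowed was 0.905.

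GNRHR was higher at M2 than at D1, which pituitary tissue in the sample could produce. Its correlation with the mean of 6 pituitary genes over the 20 libraries was 0.211 (permutation p = 0.380, rho = 0.102). However, 4 of these 6 genes were above 0 in at most 3 libraries, so a relation could hardly have been seen and the pattern cannot be told apart from pituitary tissue in the sample. Its relation to the mapping rate had a permutation p of 0.00136 (adjusted 0.00272 over 2 tests), so the quality of alignment also remains a candidate explanation beside the stage.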
